A study of Caenorhabditis elegans with 5 samples. Its data were reported in "Decoupling the downstream effects of germline nuclear RNAi reveals that H3K9me3 is dispensable for heritable RNAi and the maintenance of endogenous siRNA-mediated transcriptional silencing in Caenorhabditis elegans" (2017).

How the data were processed

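Pre-mRNA-seq libraries from 5 C. elegans strains, 1 library per genotype, were used: N2 wild type, the single mutants set-32 (allele ok1457) and hrde-1 (allele tm1200), the double mutant of met-2 (allele n4256) with set-25 (allele ok5021), and the triple mutant that carries these met-2, set-25 and set-32 alleles together. All were young adults grown at 19 °C on OP50 bacteria. RNA came from chromatin immunoprecipitated with an antibody against RNA polymerase II phosphorylated at serine 2 of its C-terminal repeat. According to the study's methods and the submitters' processing notes, reads were aligned to the WS190 (ce6) genome with Bowtie 0.12.7, perfect alignments alone were used, and a read that matched N places was counted as 1/N at each. The authors deposited RPKM values per 1 kb window, scaled by sequencing depth, and no library was pooled. All coordinates are ce6, counted from 1.

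The deposited table also marks GRTS windows, GRH windows, windows the authors call misannotated, and windows that lost H3K9me3 in each of 2 replicates of each HMT mutant. A further deposited column holds a score, a tier of wild-type H3K9me3 that the sources used here do not define, and it was not used in any comparison. Value columns carry library codes, which were matched to genotypes by name through the study's list of libraries, with no use of order or values. The strain codes of the H3K9me3 marks were read as the double mutant and the triple mutant because the windows marked in both replicates are as many as the study states for those strains. The codes fall into 2 library sets, 1 with WT, met-2 set-25 and hrde-1 and the other with set-32 and the triple mutant. Comparisons within a set were hrde-1 with WT, met-2 set-25 with WT, and the triple mutant with set-32. The last 2 of these share no library.

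Depth was recovered from the smallest steps of the values: 1 read was worth 0.912 RPKM in WT, 1.80 in set-32, 1.49 in met-2 set-25, 3.09 in the triple mutant and 1.47 in hrde-1. Between 78.4% and 80.1% of positive values were whole multiples of 1 read within 0.02 read, and the others hold fractions of reads shared between places. Counting intervals (95%, exact Clopper-Pearson on the rounded sums of reads of a pair of libraries) cover counting error only, since PCR copies are not independent molecules. Where a library holds 0 reads, 3 reads were taken as the upper limit.

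Of 100270 windows, 506 marked misannotated were left out and 99764 kept. For a list of windows, the main value was the median of log2 of the ratio of mutant to WT after adding 1 RPKM, printed as a ratio. The pseudocount understates the change of low windows. Its 95% interval came from 2000 bootstrap samples of runs of adjacent listed windows. The percentile of the median was taken among 10000 random lists of the same size matched in 50 classes of the mean over all 5 libraries, and describes these libraries. In GRTS the hrde-1 values raise that mean (median 11.9 RPKM, against a median of 5.75 RPKM in WT). Random lists for GRTS therefore lie above the level of GRTS windows in the other libraries. Sums of a list were compared by their ratio, without the rRNA gene windows. Lists were GRTS, GRH, their overlap and remainders, and windows of HMT-dependent H3K9me3 (marked in both replicates) outside GRTS and GRH. The study's test across windows was not used, since windows are not replicates.

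Single windows were called higher or lower when the ratio was at least 2 after adding 1 RPKM and the larger value was at least 20 RPKM. The number that counting noise alone gives was the mean of 20 simulated pairs of unchanged libraries at the recovered depths. It was simulated for the values as deposited and not for any rescaling. Simulated data had 100 windows changed 4-fold in each direction among 99764, drawn outside GRTS from windows with a mean of at least 20 RPKM over the pair. All of the raised windows were called, and 86% (set-32), 88% (met-2 set-25), 81% (triple mutant) and 89% (hrde-1) of the lowered ones. These shares do not describe windows of lower level. Arms were the outer 30% of each autosome on either side, and centres the middle 40%, over windows with a mean of at least 5 RPKM.

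The windows named were set by rule: per mutant, up to 10 with the largest and 10 with the smallest ratio among called windows, the 10 GRTS and 5 GRH windows with the highest hrde-1 value, and the 5 with the highest mean in the genome, merged where adjacent. Runs of adjacent called windows and the regions named in the closing section were chosen after the values were seen. The groups, tests, lists, naming rule and other settings to try were fixed before the data were examined. These settings were other pseudocounts (0.1 and 5 RPKM, or none), minimum levels (a mean of 1, 5 or 20 RPKM, a larger value of 10 or 50 RPKM), other ratios (1.5 and 4), arms of the outer 20%, rescaling to a median ratio of 1 for windows in no list with a mean of at least 5 RPKM (called rescaling to windows in no list), by a trimmed mean, or without the 1% most abundant windows, keeping misannotated windows, leaving out windows with fractional reads, 1 value per run, random lists of runs, an exact binomial test of reads and thinning to the shallowest library. Rescaling to the total without the 12 rRNA gene windows (those with a mean of at least 1000 RPKM and the windows between them), leaving those windows out of the lists, the comparison with set-32, and the count within the set that holds WT were added after seeing the data.

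No annotation of ce6 was used here, so no gene was named from coordinates other than the rRNA genes, which were taken from the known place of that repeat at the right end of chromosome I and the level of the windows there, without an annotation to check them. The mutated genes were not checked in their own libraries, and planned gene lists were not analysed here. Other assays of the study were not used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for all values, and matplotlib 3.10.9 for figures.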

Results

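Nascent RNA was measured in young adult C. elegans of 5 genotypes grown at 19 °C, by sequencing RNA from chromatin fragments pulled down with an antibody against elongating RNA polymerase II (pre-mRNA-seq). The genotypes were wild type (WT), set-32, met-2 set-25, met-2 set-25;set-32 (the triple mutant) and hrde-1, with 1 library each. HRDE-1 is the germline Argonaute protein that carries small RNAs to nuclear targets, and the histone methyltransferases (HMTs) SET-32, SET-25 and MET-2 are needed for methylation of histone H3 at lysine 9 (H3K9me3). Values were RPKM in 99764 windows of 1 kb. GRTS windows (191) are native targets whose transcriptional silencing depends on germline nuclear RNAi, GRH windows (215) are native targets whose H3K9me3 depends on it, and 25 windows were in both lists. The study's authors drew both lists from earlier hrde-1 work, so a change in hrde-1 at these windows is not independent evidence of its direction. With 1 library per genotype there is no replicate check of any difference, no p-value is given, and windows are not replicates.

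The libraries held 1096385 (WT), 556588 (set-32), 669995 (met-2 set-25), 323832 (triple mutant) and 678638 (hrde-1) reads as recovered from the steps of the values. A window at 20 RPKM thus rested on 21.9 reads in WT and on 6.48 reads in the triple mutant. Windows taken as the rRNA genes from their high level and their place at the right end of chromosome I (15060001 to 15072000), where this repeat is known to lie, took 4.64% of the WT library, 5.73% of met-2 set-25 and 8.90% of hrde-1, but 27.8% of set-32 and 37.3% of the triple mutant. The set-32 and triple mutant libraries were also the only ones of a second library set, as their library codes show, so genotype and library set cannot be told apart for that share. The 5 windows with the highest mean over the libraries all lay in these genes. Relative to WT, the median of windows in no list with a mean of at least 5 RPKM was shifted by -0.55 (set-32), -0.00 (met-2 set-25), -0.86 (triple mutant) and -0.12 (hrde-1) on the log2 scale, and list medians and window counts in set-32 and the triple mutant are therefore also given rescaled. Values of single windows and regions are as deposited unless stated, and in set-32 and the triple mutant are to be read against that shift.

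**Figure D1:**
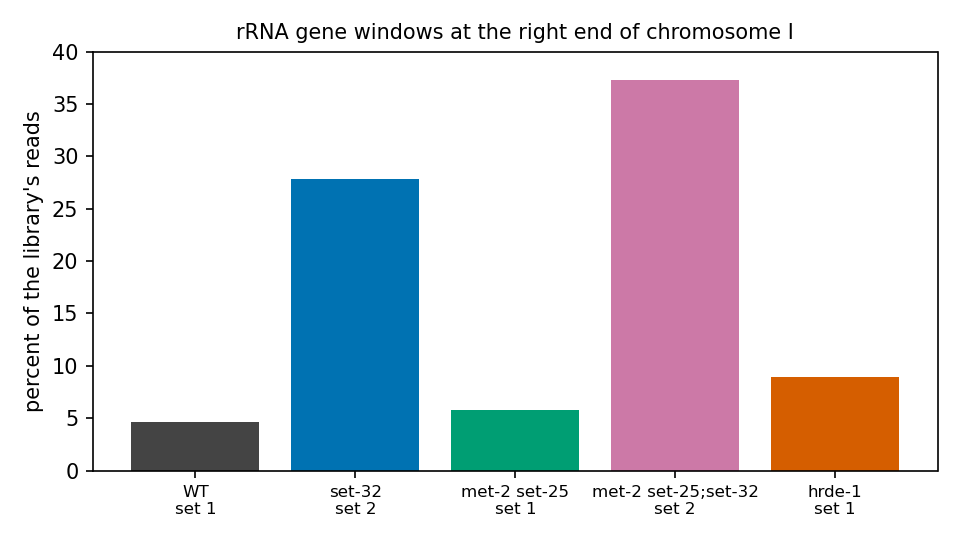
Share of each library's reads, in percent, that fell in the 12 rRNA gene windows at the right end of chromosome I, 1 bar per library with its library set under the genotype. The set-32 and triple mutant libraries stood at 27.8% and 37.3%, the other libraries between 4.64% and 8.90%.

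Without HRDE-1, nearly the whole set of GRTS windows, the targets silenced by germline nuclear RNAi, had a higher nascent RNA level than in WT. The hrde-1 value was above WT in 185 of 191 GRTS windows and below it in 5, and the median ratio was 4.76 (95% bootstrap interval over runs of adjacent windows, 3.70 to 5.92). The median GRTS window had 5.75 RPKM in WT and 35.4 RPKM in hrde-1. Summed over the list, the ratio was 5.96 (counting interval 5.68 to 6.26). Random lists of the same size, matched on the mean of all 5 libraries, had a median ratio of 0.934, and the GRTS median stood above each of 10000 such lists.

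The GRTS windows with the highest hrde-1 values lay on chromosomes I, II, IV and V. At I 4460001 to 4463000, where all 3 windows were in both lists, the level was 19.9 RPKM in WT and 411 RPKM in hrde-1 (20.5-fold, counting interval 15.9 to 26.7), against 25.8 RPKM in set-32, 12.9 RPKM in met-2 set-25 and 13.4 RPKM in the triple mutant. At IV 4128001 to 4131000 it was 19.5 RPKM in WT and 372 RPKM in hrde-1. At V 5183001 to 5185000 it was 43.3 RPKM in WT and 333 RPKM in hrde-1, and V 5187001 to 5188000 nearby had 18.2 RPKM and 178 RPKM. II 2157001 to 2158000 differed less, with 51.2 RPKM and 182 RPKM (counting interval of the ratio 2.57 to 4.96).

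Many GRTS windows were neighbours and were higher as blocks. The longest run of adjacent windows called higher in hrde-1 was V 5180001 to 5202000, 22 kb with 18 GRTS windows, at 15.6 RPKM in WT and 107 RPKM in hrde-1 (6.87-fold, 6.14 to 7.71). The same block had 16.3 RPKM in set-32, 9.29 RPKM in met-2 set-25 and 6.15 RPKM in the triple mutant. A pair of runs further along chromosome V, 8825001 to 8843000 and 8868001 to 8885000, each with 12 GRTS windows, were 5.84-fold (4.92 to 6.97) and 5.96-fold (5.01 to 7.13) higher. Their values were nearly equal, and since reads that match several places were split between the places, the pair is not taken as independent measurements. IV 4124001 to 4132000, 8 kb of GRTS windows, was 14.2-fold higher (11.7 to 17.4), and V 20295001 to 20305000, with only 3 GRTS windows among 10, was 17.5-fold higher (13.2 to 23.6). These runs were chosen by length among runs that hold GRTS windows, after the values were seen, and another such run is given with the GRH windows. IV 16831001 to 16839000, an 8 kb run with 0 GRTS and 0 GRH windows, had 25.2 RPKM in WT and 79.0 RPKM in hrde-1.

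**Figure D2:**
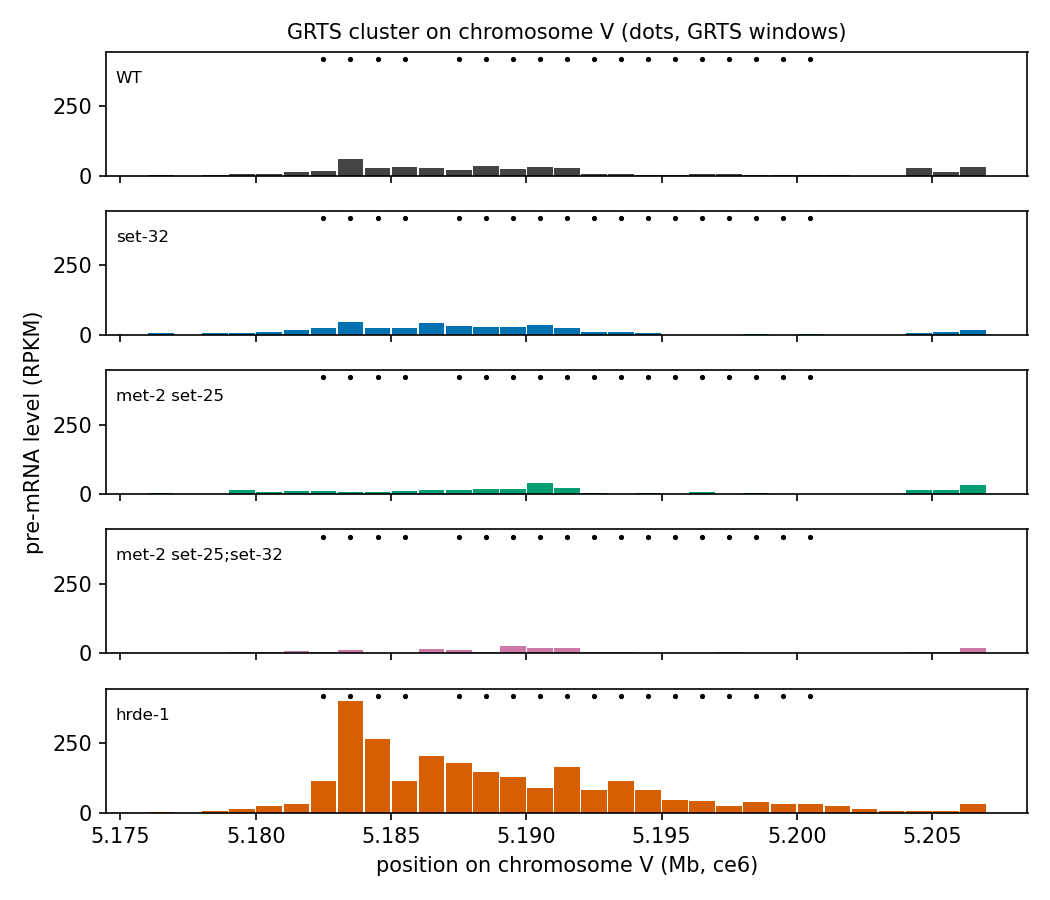
RPKM (y axis) of each 1 kb window on chromosome V around the longest run called higher in hrde-1, with position in Mb on ce6 (x axis), 1 panel per library on a shared scale and dots over the GRTS windows. The run from 5180001 to 5202000 averaged 107 RPKM in hrde-1 and 15.6 RPKM in WT, and 16.3 RPKM or less in each HMT mutant.

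GRH windows, the targets of HRDE-1-dependent H3K9me3, were also higher in hrde-1, by less. The hrde-1 value was above WT in 142 of 215 GRH windows and below it in 73, with a median ratio of 1.42 (1.16 to 1.85) against 0.916 for random lists of matched level. The 25 windows in both lists had the largest median ratio, 8.61 (3.95 to 12.9), and the 190 windows in GRH only had 1.27 (1.09 to 1.62). V 5473001 to 5485000, a 12 kb run with 6 GRH windows and 1 GRTS window, was 3.11-fold higher (2.74 to 3.52), at 91.1 RPKM in hrde-1 and 29.3 RPKM in WT. V 10048001 to 10049000, in GRH only, had 48.3 RPKM in WT and 199 RPKM in hrde-1. The GRH median stood above each of 10000 random lists.

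The difference between hrde-1 and the other libraries did not rest on WT as the control. Against set-32, met-2 set-25 and the triple mutant the GRTS median ratio of hrde-1 was 5.15 (4.08 to 6.73), 7.69 (5.53 to 8.94) and 7.57 (5.55 to 12.8), and the GRH median ratio was 1.62 (1.40 to 1.82), 1.93 (1.60 to 2.46) and 2.73 (2.26 to 3.47). hrde-1 was the highest of the 5 libraries in 176 of 191 GRTS windows (92.1%) and in 125 of 215 GRH windows (58.1%), against 17.5% of the 83703 other windows above 0 in any library. Within the 3 libraries of the set that holds WT, hrde-1 was the highest in 180 GRTS and 137 GRH windows. Rescaling to the total without the rRNA gene windows left the GRH ratio to set-32 at 1.31 and that to the triple mutant at 1.94.

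Across the genome, 747 windows were called higher in hrde-1 than in WT and 1100 lower, under a rule of size (a ratio of at least 2 after adding 1 RPKM, with the larger value at least 20 RPKM). Counting noise alone gave 264 higher and 302 lower on average in simulations of unchanged libraries. GRTS windows made up 128 of the higher windows, of 135 that could have been called, and GRH windows 59 of 144. The 168 higher windows in either list were 22.5% of the higher windows, while the 257 listed windows that could have been called were 1.65% of the 15547 that could have been called. The share of called windows that were higher was 40.4% as deposited and 57.5% (1077 higher, 797 lower) after rescaling to a median ratio of 1 for windows in no list. The share of listed windows was then 16.9%.

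The 10 windows with the largest hrde-1 to WT ratios formed 8 regions, all at 1.37 RPKM or less in WT. II 2151001 to 2154000, with 1 GRTS window, had 0.303 RPKM in WT and 59.3 RPKM in hrde-1. II 14982001 to 14983000, in neither list, had 0.910 RPKM and 61.9 RPKM. The GRTS windows IV 14416001 to 14417000, V 12647001 to 12648000 and V 17568001 to 17569000 were at 0 in WT and at 36.8, 32.4 and 30.7 RPKM in hrde-1, and the last of them was at 0 in all HMT mutants too. V 20300001 to 20301000, V 20303001 to 20304000 and V 20306001 to 20307000, none of them in GRTS or GRH, had 64.1, 65.6 and 28.0 RPKM in hrde-1 and at most 1.37 RPKM in WT. The first and second of these were in a list of HMT-dependent H3K9me3. Windows of 0 to 3 reads in WT give no firm fold.

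The lowest hrde-1 to WT ratios came from a block on chromosome V and from the left end of chromosome X. V 17138001 to 17139000 had 31.9 RPKM in WT and 0 in hrde-1, and V 17142001 to 17145000 had 38.0 RPKM and 0.980 RPKM (counting interval of the ratio 0.00310 to 0.0953). On X, the window at 48001 to 49000 had 32.4 RPKM in WT and 0.740 RPKM in hrde-1, that at 152001 to 153000 had 45.2 RPKM and 1.47 RPKM, that at 160001 to 161000 had 32.8 RPKM and 1.47 RPKM, and 163001 to 166000 had 26.9 RPKM and 0.740 RPKM. None of these windows was in GRTS or GRH.

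In met-2 set-25, which lacks both of these HMTs, native nuclear RNAi targets were lower than in WT, not higher. The median ratio was 0.710 (0.615 to 0.817) in GRTS, with 141 of 191 windows below WT, and 0.677 (0.570 to 0.786) in GRH, with 161 of 215 below. Random lists had medians of 1.00 and 0.982, and both list medians stood below each of 10000 random lists. Summed over the list, the ratio was 0.662 (0.610 to 0.717) in GRTS and 0.668 (0.634 to 0.704) in GRH. Of the windows called higher in met-2 set-25, 2 were in GRTS and 2 in GRH, while 15 GRTS and 33 GRH windows were called lower.

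Genome-wide, 1188 windows were called higher and 1255 lower in met-2 set-25 (48.6% higher), against 267 and 300 from counting noise. A trimmed-mean rescaling moved that split to 24.8% (650 higher, 1969 lower). The longest run called lower was III 6563001 to 6576000, 13 kb at 101 RPKM in WT and 12.6 RPKM in met-2 set-25 (ratio 0.124, 0.102 to 0.151), with 98.4 RPKM in set-32 and 101 RPKM in hrde-1. It was also low in the triple mutant, at 26.3 RPKM, a ratio of 0.268 (0.217 to 0.328) to set-32 within that library set. II 1937001 to 1948000, 11 kb, all of it in the HMT-dependent H3K9me3 lists, had 49.2 RPKM in WT, 11.7 RPKM in met-2 set-25, 8.87 RPKM in the triple mutant and 81.3 RPKM in hrde-1, and was also lower in set-32, at 22.8 RPKM. Among the longest runs called higher, I 7260001 to 7267000 was 3.72-fold (3.002 to 4.63) and X 12468001 to 12475000 was 3.24-fold (2.58 to 4.10) above WT. Both were also above set-32 in the triple mutant, 5.04-fold and 5.86-fold, and above WT in hrde-1, 2.29-fold and 2.04-fold. IV 13388001 to 13395000, also 7 kb, did not share this. It had 23.2 RPKM in WT and 64.2 RPKM in met-2 set-25, but 27.8 RPKM in the triple mutant, 28.0 RPKM in set-32 and 28.0 RPKM in hrde-1. The longest runs were looked up after the values were seen.

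**Figure D3:**
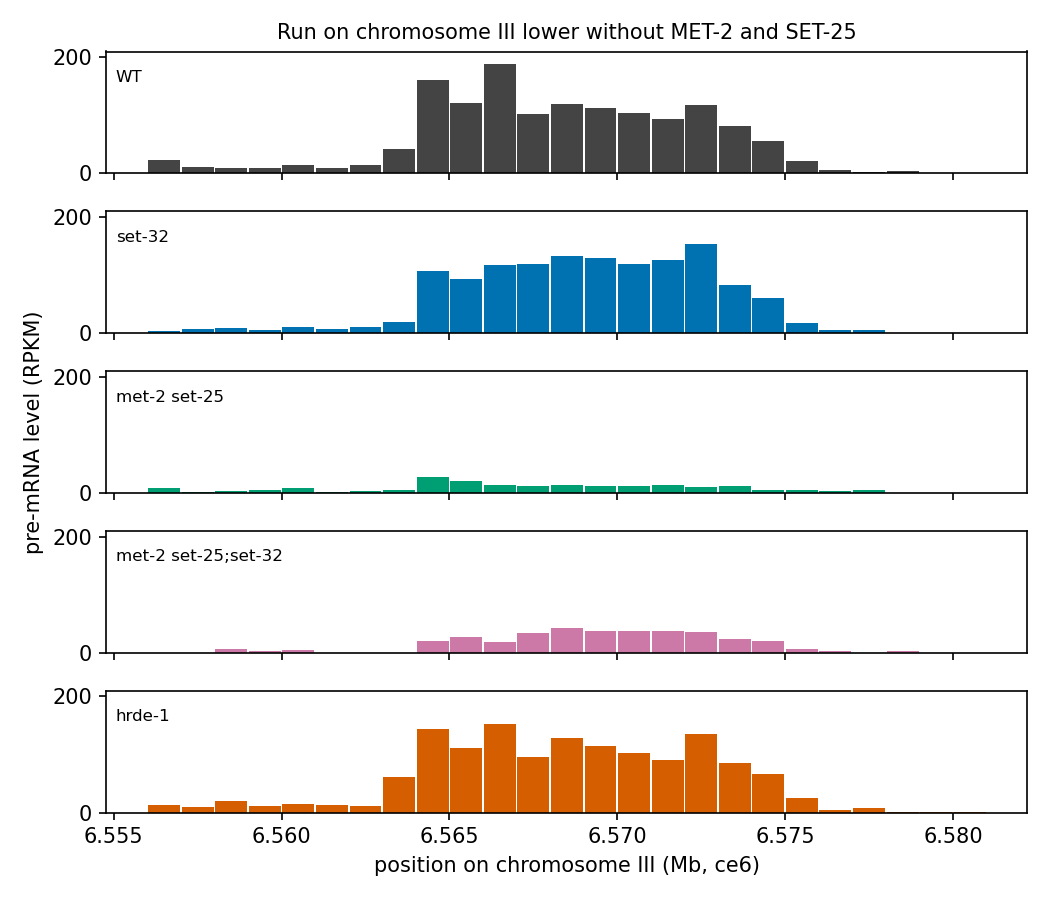
RPKM (y axis) of each 1 kb window on chromosome III around the longest run called lower in met-2 set-25, with position in Mb on ce6 (x axis), 1 panel per library on a shared scale. From 6563001 to 6576000 the mean was 101 RPKM in WT, 98.4 RPKM in set-32 and 101 RPKM in hrde-1, but 12.6 RPKM in met-2 set-25 and 26.3 RPKM in the triple mutant.

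The single windows with the smallest met-2 set-25 to WT ratios lay on chromosomes I to IV. II 10933001 to 10935000 had 328 RPKM in WT and 21.3 RPKM in met-2 set-25 (ratio 0.0638, 0.0421 to 0.0930), but 491 RPKM in set-32, 261 RPKM in the triple mutant and 554 RPKM in hrde-1. III 13288001 to 13289000 had 45.6 RPKM in WT, 28.8 RPKM in set-32 and 35.4 RPKM in hrde-1, and was at 0 in met-2 set-25 and in the triple mutant. The study places the set-25 mutation on chromosome III, and a deletion in the strains that carry it was not tested at this window. IV 8609001 to 8610000 had 51.1 RPKM and 1.49 RPKM. At the other end, II 2586001 to 2587000 and V 2782001 to 2783000 were at 0 in WT and had 29.9 and 28.4 RPKM in met-2 set-25, which were 20 and 19 reads.

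In set-32, both lists of targets had medians near the WT level as deposited, while random lists matched on the mean of all 5 libraries were lower. The median ratio was 0.985 (0.844 to 1.00) in GRTS and 0.925 (0.840 to 0.996) in GRH, against 0.706 and 0.686 for random lists, and both medians stood above each of 10000 random lists. For GRTS no conclusion is drawn from that rank, since its random lists lie at a higher level in WT and set-32, and the random median moved with level. Random lists for the MET-2 SET-25 list, whose median level was 2.87 RPKM, had a ratio of 0.942. Rescaled to a median ratio of 1 for windows in no list, GRTS was at 1.25 (1.09 to 1.35) and GRH at 1.29 (1.18 to 1.42), so that the direction for GRH depended on the scaling. Summed over the list, the ratio was 1.05 in GRTS and 0.887 in GRH as deposited. Rescaled, the sums were 1.53 and 1.30, against 1.08 for windows in no list. The 25 windows in both lists had a median ratio of 1.23 (0.993 to 2.20) as deposited. No library of the same set holds set-32 intact, so these values have no within-set comparison.

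Of the windows called in set-32, 401 were higher and 4257 lower (8.61% higher) as deposited, where counting noise alone gave 349 and 373. After rescaling to windows in no list, 1725 were higher and 1534 lower (52.9% higher), and counting noise was not simulated for that scaling. As deposited, 9 GRTS and 9 GRH windows were called higher and 1 GRTS and 18 GRH windows lower. After rescaling, 24 GRTS and 35 GRH windows were higher and 0 GRTS and 5 GRH windows lower. GRTS or GRH windows made up 16 of the 401 higher windows (3.99%), while listed windows made up 0.981% of those that could have been called. The share stayed above that of callable windows after rescaling to windows in no list (3.13% against 0.996%) and with a larger value of at least 10 RPKM (2.17% against 0.815%), but not with one of at least 50 RPKM (0.524% against 0.678%), and under an exact binomial test of reads 0 of 214 higher windows were listed. The largest ratios were at IV 8211001 to 8212000 (0.910 RPKM in WT, 43.1 RPKM in set-32), X 1491001 to 1492000 (0.910 and 28.8 RPKM) and V 8078001 to 8081000 (3.95 and 48.5 RPKM, counting interval 6.79 to 24.0). The last of these was also above WT in met-2 set-25 (27.4 RPKM), the triple mutant (12.4 RPKM) and hrde-1 (14.2 RPKM). The smallest ratios were 10 single windows at 0 in set-32, such as III 691001 to 692000 (34.7 RPKM in WT) and II 7091001 to 7092000 (33.8 RPKM).

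In the triple mutant, which lacks all 3 HMTs, the median of GRTS or GRH windows was not above WT under any scaling tried. The median ratio to WT was 0.618 (0.522 to 0.774) in GRTS and 0.524 (0.415 to 0.634) in GRH, against 0.560 and 0.533 for random lists of that library, where they ranked at percentiles 87.6 and 36.2. The GRTS percentile has the limit of level given for set-32. Rescaled to a median ratio of 1 for windows in no list, GRTS was at 1.00 (0.769 to 1.14) and GRH at 0.895 (0.708 to 1.07). Summed over the list, the ratio to WT was 0.594 in GRTS and 0.464 in GRH as deposited. Rescaled, the sums were 1.08 and 0.843, against 1.18 for windows in no list. Within the library set, against set-32, the ratios were 0.640 (0.513 to 0.825) in GRTS and 0.610 (0.468 to 0.696) in GRH as deposited, and 0.769 (0.575 to 1.00) and 0.731 (0.554 to 0.858) when rescaled. Random lists had medians of 0.867 and 0.802 in that comparison, and the target medians stood at percentiles 0.01 and 0.

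Relative to WT, 679 windows were called higher and 8042 lower in the triple mutant (7.79% higher), against 798 and 797 from counting noise. After rescaling, 3671 were higher and 3430 lower (51.7% higher), and counting noise was not simulated for that scaling. Rescaling multiplied the triple mutant's values by 1.82, so a window at 20 RPKM then rested on fewer of its reads. Of the windows called as deposited, 2 GRTS and 1 GRH were higher and 13 GRTS and 54 GRH were lower, and after rescaling 10 GRTS and 14 GRH were higher and 8 GRTS and 32 GRH were lower. As deposited, GRTS or GRH windows made up 0.442% of the higher and 0.796% of the lower windows. They made up 0.828% of those that could have been called, so the lower calls were not concentrated in targets. After rescaling these shares were 0.599%, 1.11% and 0.785%. Against set-32 in the same library set the numbers were 743 higher and 2503 lower (22.9% higher), against 880.1 and 679.5 from counting noise, and 53.7% of called windows were higher after rescaling. The largest ratios included II 11167001 to 11168000 (58.4 RPKM in WT, 268 RPKM in set-32, 997 RPKM in the triple mutant), IV 8428001 to 8429000 (102, 396 and 1319 RPKM) and II 7183001 to 7184000 (57.5, 271 and 815 RPKM). At these windows met-2 set-25 and hrde-1 were also above WT. II 11167001 to 11168000 had ratios of 4.53 (set-32), 2.10 (met-2 set-25), 16.8 (triple mutant) and 2.18 (hrde-1). The rRNA gene window I 15071001 to 15072000, also among the largest, had 4.53, 1.67, 13.2 and 1.93. V 8077001 to 8078000 and X 7360001 to 7361000 differed, with 20.4 and 8.83 in met-2 set-25. Whether such windows follow the rRNA share of the library was not tested. V 12555001 to 12556000 had 88.5 RPKM in WT and was at 0 in the triple mutant, where 3 reads correspond to 9.26 RPKM. The GRH window V 5477001 to 5478000 had 48.8 RPKM in WT, 0 in the triple mutant and 165.8 RPKM in hrde-1.

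**Figure D4:**
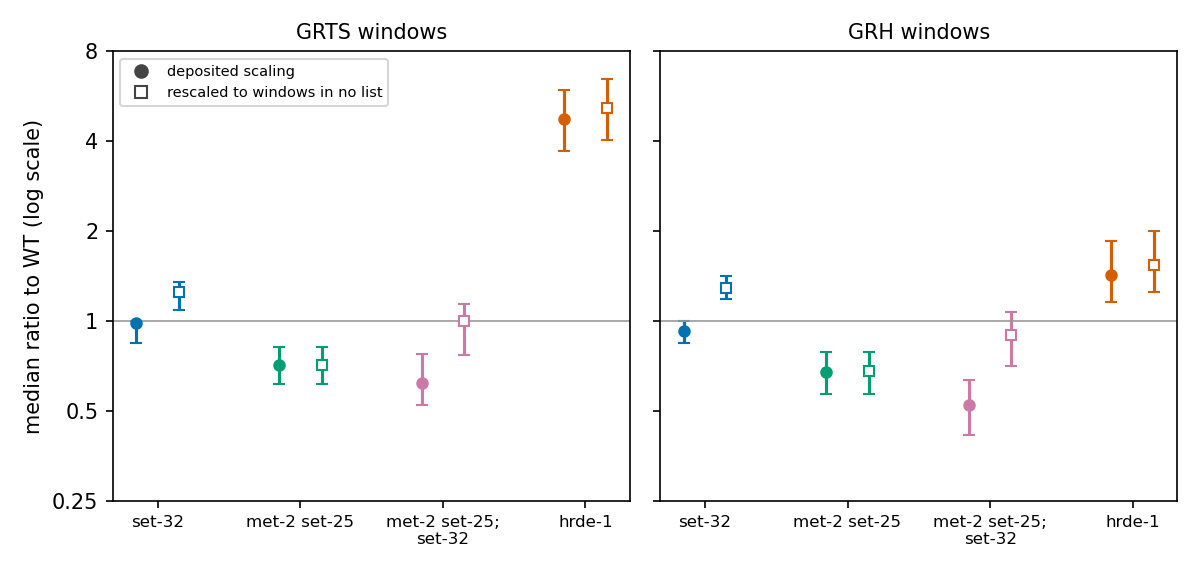
Median ratio to WT (y axis, log scale) over the 191 GRTS windows (left) and the 215 GRH windows (right) in each mutant, with 95% bootstrap intervals, as deposited (filled circles) and rescaled to a median ratio of 1 for windows in no list (open squares). hrde-1 stood at 4.76 and 5.19 in GRTS, and met-2 set-25 below 1 in both lists under both scalings, while the set-32 GRH median lay at 0.925 as deposited and at 1.29 when rescaled.

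Windows that lose H3K9me3 without the HMTs, outside GRTS and GRH, were not higher as a group in the HMT mutants as deposited. The lists held 604 (SET-32-dependent), 2435 (MET-2 SET-25-dependent) and 2996 windows (dependent on all 3 HMTs), and each included the 12 rRNA gene windows. In met-2 set-25 the median ratio was 0.875 (0.788 to 0.978) in the SET-32 list and 1.00 in the other lists, where many windows held few or no reads. Summed without the rRNA gene windows, met-2 set-25 had ratios of 0.745 (0.719 to 0.772), 0.859 (0.843 to 0.875) and 0.855 (0.840 to 0.871) in these lists, against 0.995 for windows in no list. The triple mutant had summed ratios of 0.558, 0.659 and 0.661 against 0.650 for windows in no list, and set-32 had 0.915, 0.906 and 0.885 against 0.742. The median ratio of hrde-1 was 1.00 in each of these lists, with 287 windows higher and 222 lower in the SET-32 list, 860 and 982 in the MET-2 SET-25 list, and 1090 and 1166 in the list of all HMTs. Summed, hrde-1 had a ratio of 1.24 (1.20 to 1.27) in the SET-32 list, 1.06 (1.04 to 1.08) in the MET-2 SET-25 list and 1.07 (1.05 to 1.09) in the list of all HMTs, against 0.936 for windows in no list. Rescaled to windows in no list, the summed ratios in these lists were above 1 in set-32 (1.34, 1.32 and 1.29) and in the triple mutant (1.01, 1.20 and 1.20), against 1.08 and 1.18 for windows in no list.

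Autosome arms, where H3K9me3 is dense in this animal, were compared with autosome centres over windows with a mean of at least 5 RPKM. The ratio of medians was 0.956 in hrde-1, with the arms lower on all 5 autosomes, and 0.999 in met-2 set-25. It was 1.03 in set-32, where the medians of arms and centre of chromosome V were equal to 3 digits, and 1.10 in the triple mutant, with the arms higher on all 5 autosomes, and 1.04 in the triple mutant against set-32. X windows stood above autosomes by 1.09 in set-32, 1.10 in met-2 set-25 and 1.22 in the triple mutant relative to WT, by 1.13 in the triple mutant relative to set-32, and by 1.00 in hrde-1.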

Values the study reported

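For GRTS loci the study reported a median ratio of hrde-1 to WT of 4.85 in pre-mRNA and of 4.52 in Pol II occupancy. For the triple mutant it gave a median pre-mRNA ratio to WT of 0.93 in GRTS loci (p = 0.062, Welch t test) and of 0.68 in GRH loci. It called Pol II occupancy unchanged in GRH loci of that mutant. A modest Pol II rise in the same passage is also printed for GRH loci, so the loci of that rise are unclear. In the regions with the most H3K9me3 in WT, a different set from the lists used here, it reported a modest rise in Pol II. Pre-mRNA there also had a median ratio above 1, which the study did not find significant. The study counted 816 kb of regions with SET-32-dependent H3K9me3, 2677 kb that needed MET-2 SET-25 and 3290 kb that needed MET-2, SET-25 and SET-32 together.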

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

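The tests of depth were chosen before their results were seen and the rescaling to windows in no list was a setting fixed beforehand, but its use to weigh an explanation, and every other test in this part, was chosen only after the result was seen.

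Windows that the authors mark as misannotated were left out of the comparisons, except where keeping them was tried as another setting for the list medians, and their share of the library was above the WT share of 0.588% in each mutant. It was 1.03% in set-32, 0.710% in met-2 set-25, 1.04% in the triple mutant and 0.774% in hrde-1. The ratios to WT were 1.76 (1.70 to 1.82), 1.21 (1.16 to 1.25), 1.78 (1.70 to 1.85) and 1.32 (1.27 to 1.37), with intervals for counting error only.

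Native targets stood below WT in met-2 set-25 and in the triple mutant. Lower depth does not account for it: WT reads thinned to the depth of met-2 set-25 gave a GRH median ratio of at least 0.991 to the full WT library in 20 draws, and thinned to the reads the triple mutant holds outside the rRNA gene windows at least 0.928, against observed upper bounds of 0.786 and 0.634. A few abundant windows taking more of the library are argued against for met-2 set-25, where random lists of the level of GRH windows were not lowered alike (lower bound 0.902 against the observed upper bound of 0.786). They could account for the GRH ratio of the triple mutant to WT, whose interval rescaled to windows in no list reached 1.07. Rescaled only for the rRNA gene windows, that ratio was 0.751 (0.598 to 0.938). That scaling multiplied the triple mutant's values by 1.52, not by 1.82, and so removed only part of the general shift. As deposited, random lists of the level of GRH windows had a median ratio of 0.533, against 0.524 for GRH (percentile 36.2). GRH windows of the triple mutant thus stood no lower against WT than other windows of their level. A difference between library sets could not be weighed for the triple mutant. Against set-32 the rescaled GRH ratio kept an upper bound of 0.858, while the GRTS bound there reached 1.00. Rescaled, however, set-32 itself stood above WT, at 1.29 in GRH and 1.25 in GRTS. A low ratio to that single library therefore need not mean a loss in the triple mutant. Lower nascent RNA at GRH targets without MET-2 and SET-25 therefore rests mainly on the met-2 set-25 library. It remains a hypothesis, found and tested on the same libraries. The lower pre-mRNA that the study reported at GRH loci in the triple mutant is no separate evidence, since it comes from the same assay of that strain. Pol II occupancy, a separate assay, was reported as unchanged at GRH loci in that mutant.

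The rRNA gene windows took 5.99 times the WT share in set-32 and 8.03 times in the triple mutant. The lowest share in the second library set was 3.12 times the highest in the first, which both a difference between library sets and loss of SET-32 could give. Each library of the second set lacks SET-32 and each of the first has it, so the explanations cannot be told apart with these libraries.

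The run of 13 kb on chromosome III and a region of 16 kb on chromosome II (1932001 to 1948000) were low in both strains that lack MET-2 and SET-25, and the region on chromosome II was also lower than WT in set-32 (0.434, 0.367 to 0.512), which has both. A difference between library sets is argued against, since the larger upper counting bound of the ratios within a set was 0.328 on chromosome III and 0.601 on chromosome II. A deletion of the whole region shared by these strains is argued against on chromosome II. Windows without fractional reads there still held 69 reads in met-2 set-25 and 27 reads in the triple mutant, more than the 3 that a deletion was allowed. These reads were summed over windows, so a shared deletion of part of the region was not tested. On chromosome III a deletion cannot be told apart from a change in transcription: no window without fractional reads was left there in met-2 set-25 (0 reads), and the triple mutant had 14 reads in 2 such windows. III 6563001 to 6564000 was at 0 there, and III 6568001 to 6569000 held fractional reads in met-2 set-25, so the 14 reads are not shown to be unshared. Other differences between the strains, and loss of the HMTs itself, stay open for both regions.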

How the results depend on the processing

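The comparison with set-32, the rescaling without the rRNA gene windows, leaving those windows out of the lists, the rescaled shares of listed windows and the count within the set that holds WT were chosen only after the results were seen, and the other alternatives were planned. No paired analysis was possible because each genotype had 1 library. Of 422 alternative values of list medians, 312 stayed inside the interval of the main value, 102 moved outside it and 8 reversed. Of 32 percentiles, 31 stayed. The named windows were chosen for extreme ratios, so their alternatives do not test their direction. The median ratio of hrde-1 to WT was above 1 in GRTS and GRH under every alternative run, from 3.36 to 5.69 in GRTS. Depth limits single windows most in the triple mutant, which held the fewest reads. Counting noise alone called more windows higher there than were observed as deposited. The simulation held no general shift between libraries, so that shortfall is not a measure of depth. The direction of the set-32 ratio in GRH, and the split of higher and lower windows in all 4 mutants, depended on the scaling. For the moved and reversed values below, the cause was not tested, except that looser or stricter minimum levels and ratios change a count by construction.

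Rescaled to a median ratio of 1 for windows in no list, the median ratio to WT was 1.25 (GRTS), 1.29 (GRH, reversed), 1.17 (GRTS only), 1.24 (GRH only, reversed) and 1.10 (the SET-32 list) in set-32, 1.00 (GRTS), 0.895 (GRH), 1.00 (both lists), 1.00 (GRTS only), 0.864 (GRH only), 1.00 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.00 (the list of all HMTs) in the triple mutant. Windows called higher numbered 1725 in set-32 and 3671 in the triple mutant, and windows called lower 1534 in set-32 and 3430 in the triple mutant. There, the share of higher windows in GRTS or GRH was 16.9% in hrde-1. Rescaled by a trimmed mean of log ratios, the median ratio to WT was 1.13 (GRTS), 1.17 (GRH, reversed), 1.07 (GRTS only), 1.12 (GRH only, reversed) and 1.01 (the SET-32 list) in set-32, 0.814 (GRTS), 0.685 (GRH), 0.813 (GRTS only), 0.669 (GRH only), 0.856 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.00 (the list of all HMTs) in the triple mutant, 0.990 (the MET-2 SET-25 list) in met-2 set-25. Windows called higher numbered 1146 in set-32, 650 in met-2 set-25 and 1751 in the triple mutant, and windows called lower 2115 in set-32, 1969 in met-2 set-25 and 5315 in the triple mutant. Rescaled to the total without the 1% most abundant windows, the median ratio to WT was 1.25 (GRTS), 1.28 (GRH, reversed), 1.17 (GRTS only), 1.24 (GRH only, reversed) and 1.10 (the SET-32 list) in set-32, 0.993 (GRTS), 0.866 (GRH), 1.00 (both lists), 0.992 (GRTS only), 0.838 (GRH only), 1.00 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.00 (the list of all HMTs) in the triple mutant. Rescaled to the total without the rRNA gene windows, the median ratio to WT was 1.14 (GRTS), 1.17 (GRH, reversed), 1.07 (GRTS only), 1.12 (GRH only, reversed) and 1.01 (the SET-32 list) in set-32, 0.880 (GRTS), 0.751 (GRH), 0.891 (both lists), 0.879 (GRTS only), 0.731 (GRH only), 0.937 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.00 (the list of all HMTs) in the triple mutant. There, the median ratio of hrde-1 was 1.31 against set-32 and 1.94 against the triple mutant in GRH. There, the summed ratio was 1.38 (GRTS), 1.17 (GRH, reversed), 1.21 (the SET-32 list, reversed), 1.20 (the MET-2 SET-25 list, reversed) and 1.17 (the list of all HMTs, reversed) in set-32, 0.903 (GRTS), 0.706 (GRH), 0.848 (the SET-32 list), 1.00 (the MET-2 SET-25 list, reversed) and 1.00 (the list of all HMTs, reversed) in the triple mutant, 1.90 (GRH), 1.29 (the SET-32 list), 1.11 (the MET-2 SET-25 list) and 1.12 (the list of all HMTs) in hrde-1. Windows called higher numbered 1164 in set-32 and 2087 in the triple mutant, and windows called lower 2064 in set-32 and 4753 in the triple mutant. There, the share of higher windows in GRTS or GRH was 18.3% in hrde-1.

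With a pseudocount of 5 RPKM, the median ratio to WT was 0.830 (GRTS) and 0.764 (both lists) in met-2 set-25, 3.36 (GRTS) and 3.29 (GRTS only) in hrde-1, 0.641 (GRH) and 0.846 (the SET-32 list) in the triple mutant. There, the median ratio of hrde-1 was 3.34 against set-32, 4.00 against met-2 set-25 and 4.23 against the triple mutant in GRTS, 1.60 against met-2 set-25 and 2.08 against the triple mutant in GRH. Windows called lower numbered 784 in met-2 set-25 and 666 in hrde-1. With a pseudocount of 0.1 RPKM, the median ratio of hrde-1 was 10.3 against met-2 set-25 in GRTS. Without a pseudocount, over windows above 0 in both libraries, the median ratio to WT was 0.991 (the SET-32 list), 0.919 (the MET-2 SET-25 list) and 0.938 (the list of all HMTs) in set-32, 0.768 (the SET-32 list), 0.835 (the MET-2 SET-25 list) and 0.868 (the list of all HMTs) in met-2 set-25, 1.29 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.07 (the list of all HMTs) in hrde-1, 0.667 (the MET-2 SET-25 list) and 0.694 (the list of all HMTs) in the triple mutant. Over windows with a mean of at least 1 RPKM, the median ratio to WT was 0.993 (the SET-32 list), 0.902 (the MET-2 SET-25 list) and 0.905 (the list of all HMTs) in set-32, 0.757 (the SET-32 list), 0.840 (the MET-2 SET-25 list) and 0.860 (the list of all HMTs) in met-2 set-25, 0.545 (the SET-32 list), 0.606 (the MET-2 SET-25 list) and 0.632 (the list of all HMTs) in the triple mutant, 1.20 (the SET-32 list) and 0.987 (the MET-2 SET-25 list) in hrde-1. There, the ratio was 1.03 for X over autosomes in hrde-1. Over windows with a mean of at least 5 RPKM, the median ratio to WT was 0.984 (the SET-32 list), 0.833 (the MET-2 SET-25 list) and 0.833 (the list of all HMTs) in set-32, 0.753 (the SET-32 list), 0.827 (the MET-2 SET-25 list) and 0.835 (the list of all HMTs) in met-2 set-25, 0.543 (the SET-32 list), 0.575 (the MET-2 SET-25 list) and 0.601 (the list of all HMTs) in the triple mutant, 1.22 (the SET-32 list), 0.974 (the MET-2 SET-25 list) and 1.01 (the list of all HMTs) in hrde-1. Over windows with a mean of at least 20 RPKM, the ratio was 1.06 for autosome arms over centres in set-32, 1.16 for X over autosomes in set-32, 0.967 for autosome arms over centres in met-2 set-25, 1.14 for X over autosomes in met-2 set-25 and 1.10 for X over autosomes in hrde-1. Over windows without fractional reads, the median ratio to WT was 1.00 (the SET-32 list) in met-2 set-25, 0.985 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.00 (the list of all HMTs) in the triple mutant. Against set-32 in place of WT, the median ratio was 0.866 (the SET-32 list), 1.00 (the MET-2 SET-25 list) and 1.00 (the list of all HMTs) in the triple mutant. Windows called lower numbered 2503 in the triple mutant. With 1 value per run of adjacent windows, the median ratio to WT was 0.998 (the MET-2 SET-25 list) and 0.987 (the list of all HMTs) in set-32, 0.774 (the list of all HMTs) in the triple mutant.

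With a larger value of at least 10 RPKM, windows called higher numbered 1058 in set-32, 3436 in met-2 set-25, 1602 in the triple mutant and 1871 in hrde-1, and windows called lower 8057 in set-32, 2481 in met-2 set-25, 13362 in the triple mutant and 2630 in hrde-1. There, the share of higher windows in GRTS or GRH was 2.17% in set-32 and 11.0% in hrde-1. With a larger value of at least 50 RPKM, windows called higher numbered 191 in set-32, 209 in met-2 set-25, 272 in the triple mutant and 219 in hrde-1, and windows called lower 936 in set-32, 332 in met-2 set-25, 2181 in the triple mutant and 177 in hrde-1. There, the share of higher windows in GRTS or GRH was 0.524% in set-32, 0% in met-2 set-25, 0% in the triple mutant and 39.7% in hrde-1. With a ratio of at least 1.5, windows called higher numbered 780 in set-32, 2820 in met-2 set-25 and 1911 in hrde-1, and windows called lower 7726 in set-32, 3716 in met-2 set-25 and 3395 in hrde-1. With a ratio of at least 4, windows called higher numbered 68 in set-32, 138 in met-2 set-25, 278 in the triple mutant and 180 in hrde-1, and windows called lower 529 in set-32, 93 in met-2 set-25, 2609 in the triple mutant and 61 in hrde-1. Under the exact binomial test of reads, windows called higher numbered 214 in set-32, 319 in met-2 set-25, 329 in the triple mutant and 309 in hrde-1, and windows called lower 960 in set-32, 266 in met-2 set-25, 1886 in the triple mutant and 135 in hrde-1. There, the share of higher windows in GRTS or GRH was 0% in set-32, 0% in the triple mutant and 44.3% in hrde-1. With reads thinned to the shallowest library, windows called higher numbered 786 in set-32, 2389 in met-2 set-25 and 1747 in hrde-1, and windows called lower 2595 in met-2 set-25 and 2565 in hrde-1.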

Other observations

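The regions, the counts near listed windows and the overlap of window sets in this part were chosen only after their values were seen.

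Windows called higher in hrde-1 outside GRTS and GRH lay near native targets more often than the windows that could have been called. Since both lists come from earlier hrde-1 work, unlisted neighbours can belong to the same block, so this is not independent evidence. V 5186001 to 5187000, unlisted between GRTS windows, had 202 RPKM in hrde-1. Of 579 windows called higher in hrde-1 outside GRTS and GRH, 116 lay within 5 kb of a listed window (20.03%), against 2.54% of the windows that could have been called. These 116 were 29.9% of the 388 windows near a listed window that could have been called. In hrde-1, 122 of the 579 (21.1% against 4.24%, without the rRNA gene windows) were in a list of HMT-dependent H3K9me3. The share near a listed window was 4.94% against 1.97% in set-32, 1.01% against 1.84% in met-2 set-25 and 1.48% against 1.90% in the triple mutant, and the share in a list of HMT-dependent H3K9me3, without the rRNA gene windows, was 11.3% against 4.04%, 2.79% against 3.53% and 4.37% against 3.88%. V 5473001 to 5485000, higher in hrde-1, was lower than WT in set-32 (0.383, 0.295 to 0.491), met-2 set-25 (0.437, 0.348 to 0.544) and the triple mutant (0.114, 0.0602 to 0.197), and stayed lower when rescaled to windows in no list (0.562, 0.436 and 0.202).

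The left end of chromosome X and a block on chromosome V were lower in the hrde-1 library than in WT. A deletion or another difference between these strains was not tested there. Over X 1 to 200000, 22 of 29 windows that could be called were lower in hrde-1 (75.9%), against 12.6% on the rest of X, with a summed ratio of 0.375 (0.341 to 0.411). In that stretch met-2 set-25 had 13 of 32 windows lower (40.6% against 8.73% on the rest of X) and a summed ratio of 0.701 (0.651 to 0.754). The triple mutant had 17 of 34 windows lower (50% against 43.9%) and set-32 had 8 of 31 (25.8% against 30.8%). Their summed ratios were 0.914 (0.837 to 0.998) and 0.768 (0.712 to 0.829) as deposited but above WT when rescaled to windows in no list, at 1.66 (1.52 to 1.81) and 1.12 (1.04 to 1.21), while those of hrde-1 and met-2 set-25 were then 0.408 and 0.702. Within it, X 42001 to 59000 had 24.1 RPKM in WT and 4.09 RPKM in hrde-1 (0.169, 0.122 to 0.228), and X 150001 to 167000 had 26.5 RPKM and 3.76 RPKM (0.141, 0.100 to 0.192). V 17132001 to 17146000, all 14 windows of which are in the HMT-dependent H3K9me3 lists, had 22.9 RPKM in WT and 1.80 RPKM in hrde-1 (0.0782, 0.0451 to 0.127). It was also lower in met-2 set-25 (0.448, 0.353 to 0.562) but not in set-32 (1.14, 0.954 to 1.36, and 1.66 when rescaled), and in the triple mutant its ratio to set-32 was 0.313 (0.214 to 0.446).

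Strains with and without the met-2 and set-25 mutations were compared by met-2 set-25 against WT and by the triple mutant against set-32, which share no library, and other differences shared by the mutant strains were not separated from loss of the HMTs. Of 8427 windows that could be called in both, 375 and 529 were called higher, with 126 shared against 23.5 for independent lists, and 562 and 2285 were called lower, with 261 shared against 152. Windows called higher in the first and lower in the second numbered 32, against 102 for independent lists. Rescaled to windows in no list, the shared windows were 293 higher against 87.0 and 295 lower against 167, and 54 against 129 were higher in the first and lower in the second. As deposited, 8.05% of the shared lower windows were in GRTS or GRH and 17.2% in the MET-2 SET-25 or all-HMT list, against 1.06% and 5.41% of the windows that could be called. Of the shared higher windows, 1.59% and 0.794% were in these lists. Among regions higher in both, X 7352001 to 7361000 had 0.274 RPKM in WT and 7.24 RPKM in met-2 set-25 (24.0-fold, 7.69 to 121), and 0.744 RPKM in set-32 and 16.1 RPKM in the triple mutant (20.2-fold, 7.38 to 77.2).

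A pair of regions differed from WT in other combinations of strains. V 8076001 to 8082000 was higher than WT in each mutant, by 15.5-fold (set-32), 9.82-fold (met-2 set-25), 6.25-fold (triple mutant) and 3.98-fold (hrde-1) as deposited, and by 22.5-fold, 9.84-fold, 11.4-fold and 4.33-fold when rescaled to windows in no list. V 20635001 to 20660000 had 27.6 RPKM in WT, 6.90 RPKM in set-32 and 4.20 RPKM in the triple mutant (0.152, 0.105 to 0.215), both beyond the shift of those libraries, while its ratio to WT was 0.725 in met-2 set-25 and 0.714 in hrde-1.

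The GRTS median ratio of the triple mutant to WT was 0.618 as deposited, 0.880 rescaled to the total without the rRNA gene windows and 1.00 rescaled to windows in no list. As deposited it is lower than the value quoted from the study above, and the size and direction of that gap depended on the scaling. The same held for GRH. Its ratio was 0.524 as deposited, below the study's value, but 0.751 without the rRNA gene windows and 0.895 rescaled to windows in no list, both above it.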
